# The unique hypertrophic and fibrotic features of neonatal right ventricle in response to pressure overload

**DOI:** 10.1038/s41598-025-01427-y

**Published:** 2025-05-20

**Authors:** Yingying Xiao, Yiting Xue, Debao Li, Lincai Ye, Zheng Wang, Sixie Zheng, Peisen Ruan, Hao Chen, Haifa Hong

**Keywords:** Pressure overload, Right heart failure, Pediatric, Single-cell sequencing, Right ventricle, Cardiovascular biology, Cardiovascular diseases

## Abstract

Pediatric heart failure (HF) research remains in its infancy partly due to the lack of neonatal rat/mouse models of HF. The aim of the study is to introduce a neonatal rat/mouse model of right ventricular (RV) pressure overload (RVPO), a significant cause of pediatric HF, and to uncover the molecular features of RVPO-induced RV hypertrophy and fibrosis—the two most important transitional pathological states between normal and dysfunctional RV. Neonatal rat/mouse model of RVPO was established by pulmonary artery banding (PAB) surgery on postnatal day 1(P1) and confirmed by echocardiography and morphological examination on P7. Bulk RNA and single-cell RNA sequencing was performed on RV tissues, along with bulk RNA sequencing on RV cardiomyocytes, to screen a range of key genes and signaling pathways that are upregulated and that play critical roles in adult hypertrophy and fibrosis. The sequencing results were further verified by qRT-PCR and histological staining. Most of the pathways and associated genes, such as oxidative stress, inflammation, phosphodiesterase, proteasome, protein kinase, transforming growth factor, and angiotensin were not changed or downregulated in the neonatal RVPO model. This study reveals the unique features of hypertrophy and fibrosis in the neonatal RV in response to pressure overload, which partly explains why adult-effective anti-HF drugs fail to treat pediatric HF. More importantly, single-cell RNA sequencing data of the neonatal RV with pressure overload were documented, providing an important reference for future basic or clinical investigations on pediatric RV failure.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-01427-y.

## Introduction

Pediatric HF is a fatal disease, and its mortality rate exceeds that of many common pediatric cancers^1–3^; it is therefore a serious burden to the society and families^1,2^, although considerably less in absolute terms compared with adult HF. However, the death rates and resources required per patient in pediatric HF are higher than those in adults with HF^1,2^. More importantly, most pediatric HFs are caused by CHD. For example, research has shown that 47% of emergency department visits and 63% of hospitalizations for pediatric HF were concomitant with CHD^1,2^, and 15% of pediatric CHD patients who received single ventricle reconstruction developed HF, and 50% of those patients died of HF^4^. As a result, CHD is the most common indication for pediatric heart transplantation^5^.

However, pediatric HF research remains in its infancy^1–3^. Current treatment protocols, drugs, and targets for pediatric HF are derived from adult HF research, thus failing to improve the quality of life of children with HF^6–9^. One of the possible reasons for this situation is the lack of neonatal CHD rat/mouse models^10,11^, which requires skilled and challenging microsurgery. Right ventricular pressure overload (RVPO), one of the most important features of various types of CHD, such as pulmonary artery stenosis, Tetralogy of Fallot (TOF), and pulmonary vein stenosis, and pulmonary arterial hypertension (PAH), usually determine the prognosis and surgical approach of pediatric patients^10–12^. Thus, further research is needed to understand the molecular features of RVPO-induced pediatric HF, and this was one of the aims of this study.

In adults, RVPO usually leads to RV hypertrophy and fibrosis—the two most important transitional pathological states between normal and dysfunctional RV—have been extensively studied^13,14^. Multiple pathways, such as oxidative stress, inflammation, phosphodiesterase, proteasome, protein kinase, transforming growth factor, and angiotensin, have been shown to be activated/upregulated in adult RVPO animal models and have been used to design targets for anti-hypertrophy or anti-fibrosis^15–23^. However, due to the lack of neonatal rat/mouse models with RVPO, the molecular features of hypertrophy and fibrosis of the neonatal RV in response to RVPO are largely unknown.

In addition, clinically, many adult heart failure (HF) treatment-effective drugs failed to improve pediatric HF^24–31^, and most treatment recommendations for patients with a failing RV are based on data from retrospective studies and expert opinion^25,26^. For example, sildenafil and tadalafil, the inhibitor of phosphodiesterase 5 (PED5), which was upregulated in adult RVPO models^17^, have been the first-line drugs to treat PAH for over 10 years^25–27^. A recent, double-blind, randomized, placebo-controlled, multicenter superiority trial (NCT03049540) involving 100 adults with systemic RV failed to show any improvement in RV function, exercise capacity, and neuro-hormonal activation with the treatment of sildenafil for 3 years^26^. Enalapril, an angiotensin-converting enzyme inhibitor, is highly effective in treating adult HF^28,29^; yet, it failed to treat pediatric HF^7,9^. These studies highlight the need for a full understanding of the molecular features of hypertrophy and fibrosis of neonatal RV in response to RVPO.

In 2017, we reported the first neonatal rat model of RVPO achieved by pulmonary artery banding (PAB)^30^. Using this model, it was demonstrated that RVPO improved neonatal cardiomyocyte proliferation in rats^31^, and this was confirmed by a series of subsequent studies^32–34^. These findings corrected the misunderstanding of cardiomyocyte proliferation in children with Tetralogy of Fallot (TOF), characterized by RVPO, as reported in the *New England Journal of Medicine* and *Science Translational Medicine*, which suggested reduced cardiomyocyte proliferation in children with TOF^35,36^. After several years of research, in 2024, the first neonatal mouse model of RVPO was reported, demonstrating that RVPO improved neonatal cardiomyocyte proliferation in mice^11^. It was also found that RVPO induced neonatal RV hypertrophy but not fibrosis both in rats and mice in terms of histology^11,31^. However, the molecular features of hypertrophy and fibrosis of neonatal RV in response to RVPO have not yet been reported, and it remains to be determined whether they respond differently from those in adult RV in response to RVPO. In this study, bulk RNA and single-cell RNA sequencing was used in combination with other techniques to determine the molecular features of hypertrophy and fibrosis of neonatal RV in response to RVPO at the transcriptional levels.

## Materials and methods

### Data availability

All of the bulk RNA-seq data were deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo) with accession numbers GSE139561 and GSE232054. Single-cell RNA-seq data are available from the corresponding author upon reasonable request.

Information on all primers is provided in Supplemental Tables S1.

### Ethical statement

This study is performed in accordance with relevant guidelines and regulations. All methods are reported in accordance with ARRIVE guidelines, and were approved by the Animal Welfare and Human Studies Committee at Shanghai Children’s Medical Center, China (IRB no: SCMCIRB-K2022146-1).

### Neonatal RVPO animal model construction

Pregnant Sprague–Dawley rats and C57/BL6 mice were purchased from Jihui Experimental Animal Co., Ltd (Shanghai, China). PAB or sham surgery was performed on postnatal day 1 (P1) according to methods outlined in previous studies to generate neonatal RVPO^11,31^. Briefly, after being anesthetized by ice cooling, the neonates (male or female) were transferred to an ice bed and fixed in the supine position, and the pulmonary artery (PA) was exposed by thoracotomy. The PA and the padding needle (28-gauge for rats and 30-gauge for mice) were then tied together using an 11 − 0 nylon thread. After removing the padding needle, a fixed, constricted PA lumen was achieved. Finally, the thoracic wall was closed, and the neonates were warmed and returned to their mothers.

### Histology

At P7, the neonates were sacrificed and their hearts were harvested for hematoxylin and eosin (H&E) staining, Masson staining, and immunofluorescence staining. H&E or Masson staining was performed with an H&E staining kit (C0105M, Beyotime Biotech, Shanghai, China) or a Masson’s Staining kit (C0189S, Beyotime), respectively, according to the manufacturer’s instructions.

For immunofluorescence analysis, the paraffin-embedded heart sections were dewaxed and rehydrated, and the antigen was retrieved. Then, the sections were blocked (PBS with 7.5% goat serum and 0.5% Triton X-100) and subsequently incubated with anti-cardiac troponin T (cTnT, 8295, Abcam, Cambridge, UK, dilution, 1:200) overnight at 4 °C. The next day, the sections were incubated with Alexa Fluor 488 secondary antibodies (ab150077, ab150078, Abcam, Cambridge, UK, dilution, 1:500) at room temperature. After washing, the sections were incubated with 4’,6-diamidino-2-phenylindole (DAPI, C1005) and Alexa Fluor™ 555-labeled wheat germ agglutinin (WGA) (W32466, Thermo Fisher Scientific Inc., Waltham, USA, dilution: 1:100). Finally, the sections were mounted with an anti-quenching resident medium and sealed with nail polish.

### Transthoracic echocardiography

At P7, P14, and P30, the mice or rats were anesthetized with 1.5–2.0% isoflurane. Echocardiograms were analyzed with a Vevo 2100 imaging system (Visual Sonics, Toronto, Ontario, Canada), and a long-axis view of the PA was used to measure the blood flow patterns across the PA constriction by continuous wave Doppler.

### Cardiomyocyte isolation and purification

At P7, the young rats were decapitated. The hearts were removed carefully from the chest, and the hearts were dissociated by Langendorff reverse coronary perfusion with perfusion buffer (135 mM NaCl, 5.4 mM KCl, 0.33 mM NaH2PO4, 1 mM MgCl2, 10 mM HEPES, 10 mM glucose, 5 mM Taurine, 10 mM 2,3-butanedione monoxime (BDM), 200 U/ml II-Collagenase) at 37 °C for 20 min. After perfusion, the RV free wall was resected under a microscope; and RV cardiomyocytes were dissociated by gentle washing, enriched by differential adherence and low speed centrifugation. The purity of the cardiomyocytes was confirmed by flow cytometry. The purified cardiomyocytes were used for bulk RNA-seq and real-time quantitative PCR analysis.

### Real-time quantitative PCR analysis

At P7, mouse RV tissues or rat purified cardiomyocytes were subjected to mRNA extraction using a PureLink RNA Micro Scale Kit (Catalog No. 12183016; Life Technologies, Carlsbad, CA, USA). Reverse transcription-polymerase chain reaction (RT-PCR) was performed using the PrimeScript™ reagent kit (Takara Bio, Kusatsu, Japan). Quantitative real-time polymerase chain reaction (qRT-PCR) was carried out using SYBR Green Power Premix Kits (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s instructions.

### Bulk RNA-seq

The aforementioned mRNAs were used for the preparation of sequencing libraries using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, USA) following the manufacturer’s recommendations. Library quality was assessed on an Agilent Bioanalyzer 2100 system. The library preparations were sequenced on an Illumina Novaseq 6000 platform. Raw data (raw reads) in fastq format were processed through in-house Perl scripts to generate clean data (clean reads). All of the downstream analyses were based on the clean data. The Fragments Per Kilobase of transcript sequence per Million base pairs sequenced (FPKM) value of each gene was calculated with featureCounts v1.5.0-p3. Differential expression analysis was performed using the DESeq2 R package (1.16.1). Genes with *P* < 0.05 found by DESeq2 were assigned as differentially expressed. Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs) was implemented by the clusterProfiler R package, and GO terms with corrected P-values ˂ 0.05 were considered to be significantly enriched by DEGs.

### Single-cell RNA-seq

At P7, the rat RV tissues (two sham and two PAB) were harvested and lysed in chilled Nuclei EZ Lysis Buffer. After washing, the nuclei were filtered through a 35-µm cell strainer. The integrity and number of nuclei were determined by microscopy. Finally, the nuclei were processed using the standard 10X Genomics single-cell protocol. The analyses were performed on the Novogene platform (https://magic.novogene.com) with the R package provided by Novogene Biotechnology Corp (Beijing, China).

### Statistical analysis

Continuous data, including mRNA expression, protein expression, and number of Ki67/pHH3/ aurora B-positive cells, were expressed as means ± standard deviation.

Student’s *t*-test was used to determine whether the data were normally distributed; otherwise, they were tested with the rank sum test. P-values < 0.05 were considered statistically significant. Statistical analyses were performed using SAS software version 9.2 (SAS Institute Inc., Cary, NC, USA).

## Results

### RVPO induces RV hypertrophy

As shown in Fig. 1A, PAB surgery was performed at P1, and all examinations were performed at P7. A right-to-left shift of the ventricular septum was observed in the PAB hearts (Fig. 1B) and there was a significantly increase of peak velocity, peak pressure gradient (PPG), and VTI in the PAB than the sham groups(Fig. 1D-G), indicating a notable formation of RVPO in the PAB mice. As a result, RV free wall thickness was significantly increased in the PAB mice when compared with that of sham mice (Figs. 1B and C), which suggests that RVPO induces neonatal RV hypertrophy, similar to previous research^11,30^.

**Fig. 1:**
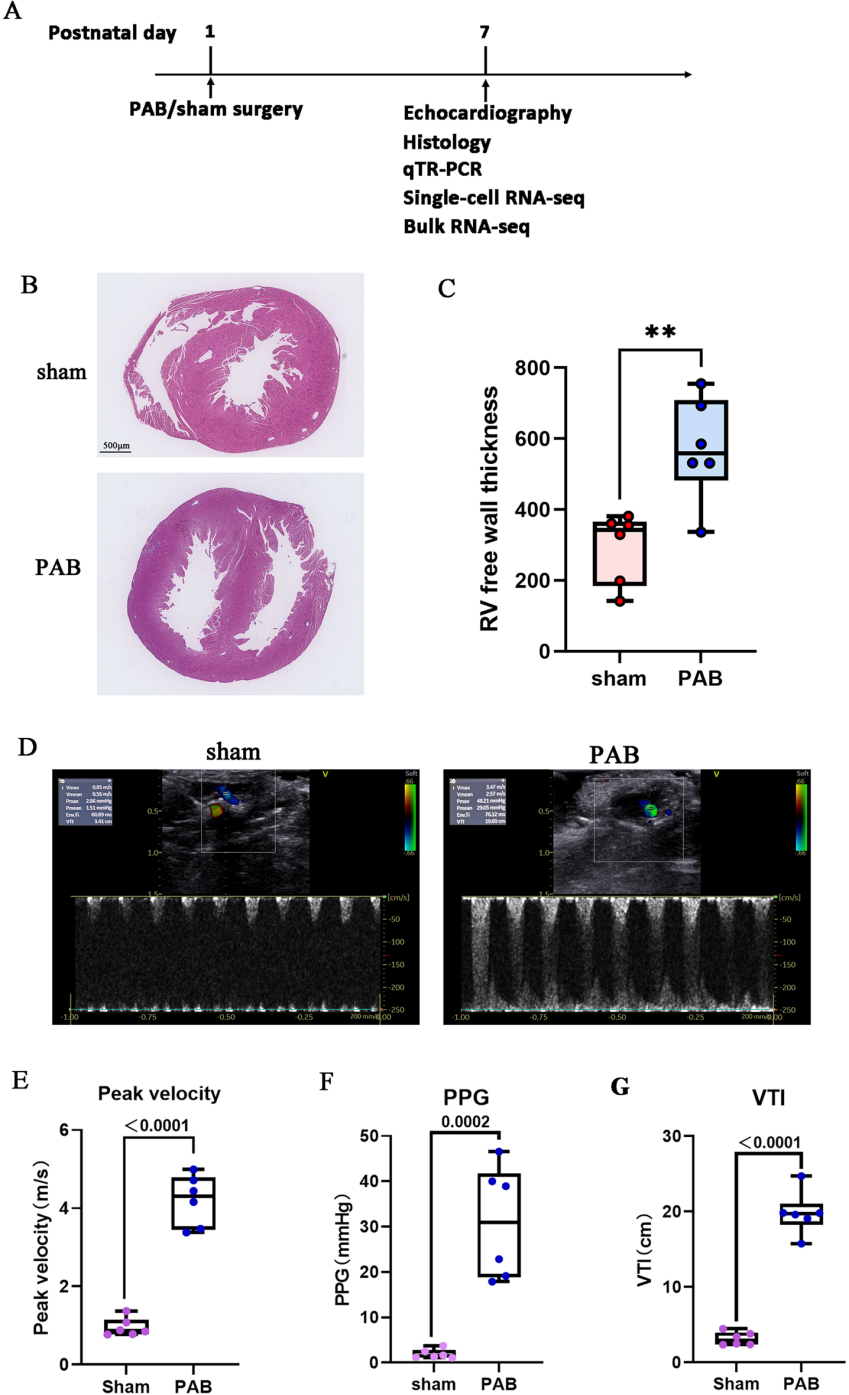
Right ventricular pressuure overload (RVPO) induces RV hypertrophy. (**A**) Timeline of experiments in the current study. (**B**) H&E-stained 2-chamber cross sections of P7 mouse hearts after sham and PAB surgery. (**C**) Quantification of RV free wall thickness of P7 hearts after sham and PAB surgery. (**D**) Representative echocardiography from the sham and PAB mice. (**E**) Quantification of peak velocity. (**F**) Quantification of Peak Pressure gradient (PPG). (**G**) Quantification of velocity-time integral (VTI).

### RVPO induces RV cardiomyocyte hypertrophy but not fibrosis

We then examined the cross-sectional area (CsA) of RV cardiomyocytes. As shown in Figs. 2A and B, the CsA of RV cardiomyocytes was significantly increased in the PAB mice when compared to that of sham mice, suggesting that RVPO induces RV cardiomyocyte hypertrophy. However, we did not find any fibrotic production deposition in the hypertrophic RV (Fig. 2C). These results suggest that RVPO induces neonatal RV cardiomyocyte hypertrophy but not fibrosis.

**Fig. 2:**
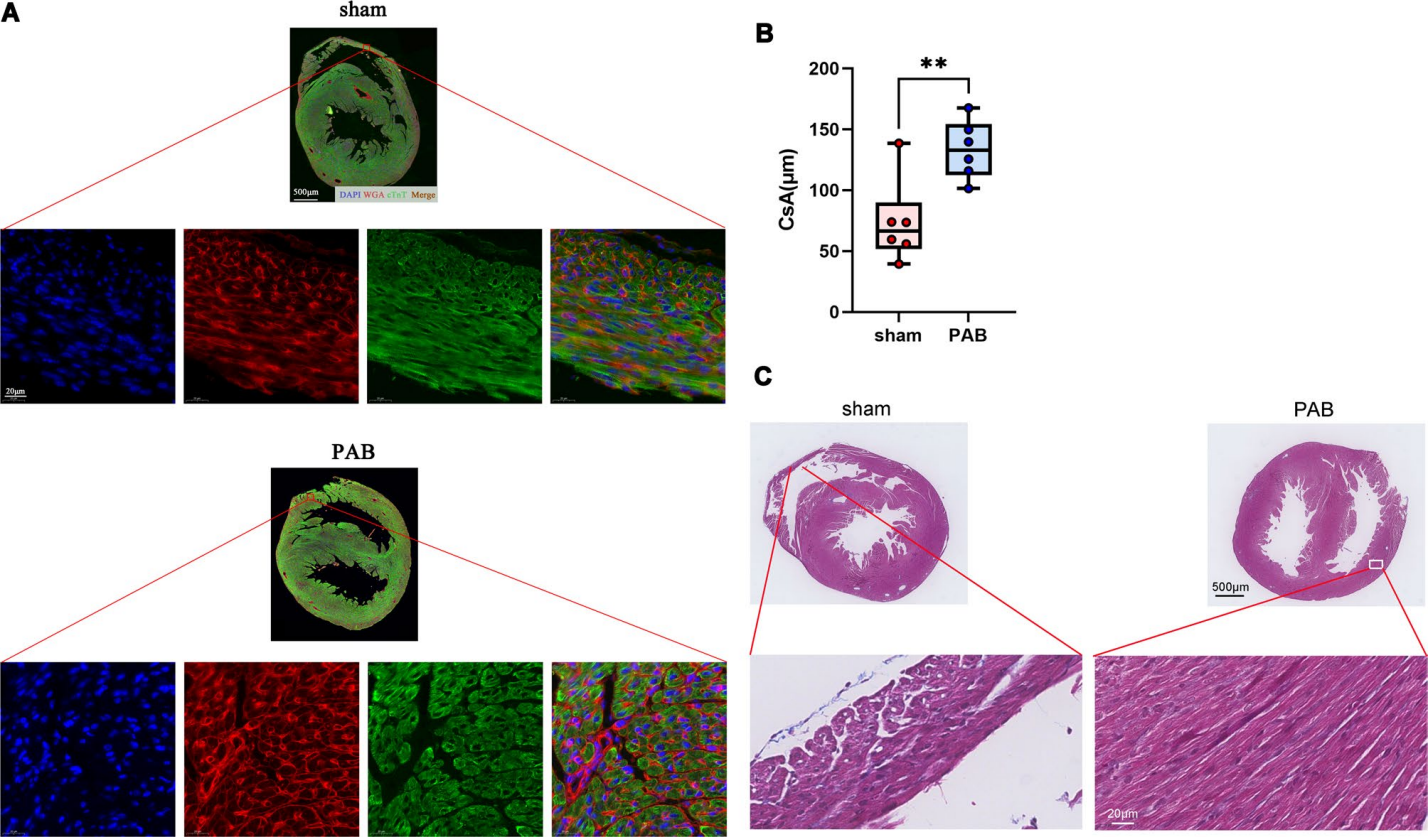
RVPO induces cardiomyocyte hypertrophy but not RV fibrosis. (**A**) Representative cross-sectional area (CsA) of cardiomyocytes of P7 mouse hearts after sham and PAB surgery. WGA (red), cardiac troponin T (cTnT, green), and DAPI (blue). (**B**) Quantification of CsA. (**C**) Representative Masson staining of P7 mouse hearts after sham and PAB surgery.

### A unique hypertrophic and fibrotic feature of neonatal RV tissues in response to RVPO, as revealed by bulk RNA-seq analysis

To understand the hypertrophic and fibrotic features of neonatal RV tissues in response to RVPO, bulk RNA-seq analysis was performed on RV tissues. 

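In pulmonary artery banding (PAB), a suture narrows the pulmonary artery so that the right ventricle (RV) pumps against a raised pressure, and the sham operation leaves out the band. Mice were operated on at postnatal day 1 and RV tissue was collected at postnatal day 7. RNA from RV tissue was sequenced in 3 sham and 3 PAB libraries; the paper's text does not state whether a library held the RNA of a single RV. The authors counted reads per gene with featureCounts and compared the groups with DESeq2. Their deposited table gives a value per gene and library, and those values are read counts divided by 1 size factor per library. The size factor is the relative depth of a library, and it lay between 0.939 in PAB replicate 1 and 1.07 in sham replicate 2, a ratio of 1.14 between the deepest and the shallowest library. The number of reads behind each library is unknown, since the table holds a selection of genes. It lists 617 genes, each with an absolute log2 fold change of at least 1 in the authors' deposited table, and the largest adjusted p-value there is 0.0471. From these values, PAB and sham were compared per gene with limma (lmFit and eBayes with a trend) on log2(value + 1), for genes with a mean of at least 0.1 over the 6 libraries. That filter removed no gene, because the lowest mean was 8.54. A fold change on this scale understates the change of genes with low values. Since the listed genes had already been selected for a difference between the same 6 libraries, a p-value over them describes the size of a difference against the spread between libraries and is no independent test.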

The results showed that RVPO generated 2,647 DEGs in the neonatal RV, with 1,356 upregulated DEGs and 1,318 downregulated DEGs (Fig. 3A). 

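All 617 listed genes had an unadjusted p-value under 0.05 in limma, the threshold that the paper uses, with 290 higher and 327 lower in PAB. All 617 also passed at a Benjamini-Hochberg adjusted p-value under 0.05, the largest of which was 0.0432. The median log2 fold change was 1.45 among the increased genes and -1.45 among the decreased genes. In 599 genes, or 97.1%, the 3 PAB values and the 3 sham values did not overlap, where chance gives 10% for unselected genes with 3 libraries against 3. Of these, 275 had every PAB value above every sham value and 324 had every PAB value below. The genes were listed for a difference between these same libraries, so a high share was to be had from the selection and is no test. Scaling the libraries by the median ratio over the listed genes, in place of the authors' size factors, moved the calls most. It shifted PAB against sham by 0.594 on the log2 scale and left 506 genes, of which 290 were higher and 216 lower. The share of higher calls thus went from 47.0% to 57.3%. That scaling assumes that most listed genes do not change, which the selection of the genes goes against. The sham and PAB libraries carry the same replicate numbers. The deviations of same-numbered libraries from their group means had a mean correlation across genes of -0.104, against 0.052 for libraries with different numbers. Since deviations cancel out within a group, the second value follows nearly from the first and is no independent reference. With the replicate number as a block, limma called 616 genes, 289 higher and 327 lower.

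On the log2(value + 1) scale, which holds down the fold change of genes with low sham values, the 5 largest increases were in Nppa, Sprr1a, Gm13054, 5830418P13Rik and Syndig1. Both the order and the genes depend on that scale. With a pseudocount of 0.1 Syndig1 ranked 2 among the increases, Gm13054 7, Nppa 8, Sprr1a 9 and 5830418P13Rik 12, and in the authors' deposited table they rank 2, 6, 4, 3 and 8. Sprr1a, which encodes a small proline-rich protein, rose from 3.21 ± 1.36 (SD, n = 3) to 222.7 ± 238 (SD, n = 3), a log2 fold change of 5.21 (limma, adjusted p = 0.000311). The antisense transcripts Gm13054 and 5830418P13Rik and the gene Syndig1 had log2 fold changes of 4.36, 4.34 and 4.28. No sham library held more than 3 counts of Gm13054 or Syndig1, so the PAB means were at least 17.8-fold and at least 9.16-fold higher. PAB replicate 1 weighed on those means, with 98.0 normalized reads of Gm13054 against 31.7 and 30.8 in replicates 2 and 3. For Syndig1 the values were 44.7, 26.8 and 10.9. Exons of Gm13054 overlap those of Nppa on the opposite strand over 532 bases, and exons of 5830418P13Rik and Syndig1 overlap other genes by 201 and 290 bases. The paper's text does not state whether reads were counted by strand, so the values of these 3 genes are uncertain. The 5 largest decreases on the same scale were in Cacng6, Ces1d, 2010001K21Rik, Pla2g5 and Drd2, with log2 fold changes of -4.46, -4.35, -4.32, -4.30 and -4.05. With a pseudocount of 0.1 Ces1d came first at -7.61, 2010001K21Rik second at -6.66 and Cacng6 ranked 5 at -4.88, while Pla2g5 ranked 9 and Drd2 11. The authors' deposited table also puts Ces1d first. Ces1d was listed at 0 in each PAB library and was at least 6.56-fold lower, and 2010001K21Rik was at least 9.30-fold lower. The transcript of 2010001K21Rik shares a stretch of 1250 bases at 95% identity or more with other genes, and that of Ces1d shares one of 121 bases, so reads of these genes can be split. Exons of 2010001K21Rik also overlap Gm5790 on the opposite strand over 1292 bases, so its values are uncertain. Gm5790 is among the genes that share a stretch with 2010001K21Rik, so the overlap is not a fully separate reason. With the replicate number as a block, each of these 10 genes stayed past the paper's threshold in limma.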

Cluster analysis of the DEGs demonstrated that there were a high number of inter-group differences and intra-group consistency (Fig. 3B). 

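Over the 617 listed genes, the Pearson correlation of log2(value + 1) between 2 libraries was higher within a group than between groups. It averaged 0.971 within the sham group (0.969 to 0.972 over 3 pairs), 0.949 within the PAB group (0.925 to 0.961 over 3 pairs) and 0.710 between the groups (0.597 to 0.788 over 9 pairs). The mean within groups exceeded the mean between groups by 0.250. No other of the 10 splits of the 6 libraries gave as large a difference (exact permutation test, one-sided, p = 0.1, the smallest p that 10 splits allow). Hierarchical clustering of the libraries, with each gene set to the same mean and spread, parted the 3 sham libraries from the 3 PAB libraries at its first branch. Because the genes were listed for differing between the groups, both the clustering and the lower correlation between groups follow in part from that selection. PAB libraries differed more from one another than sham libraries did.

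**Figure D1:**
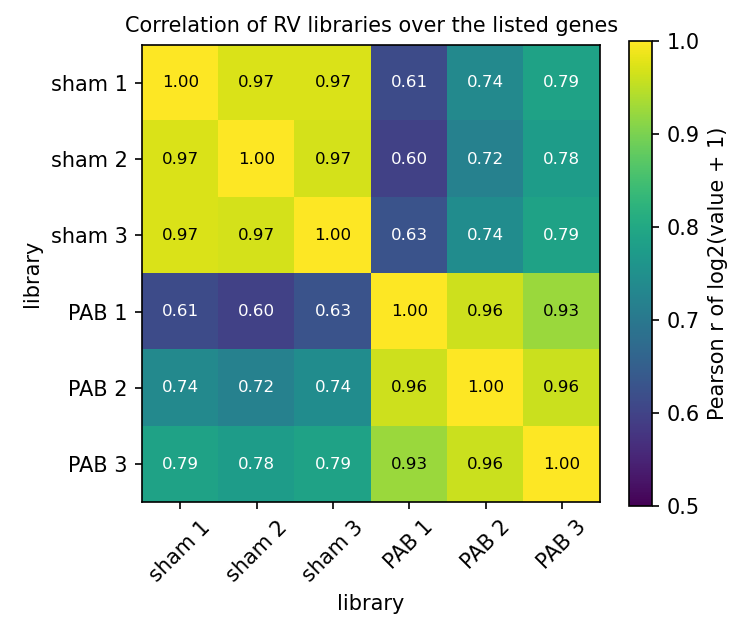
Pearson correlation of log2(value + 1) over the 617 listed genes for each pair of the 6 RV libraries, on a colour scale from 0.5 to 1. Pairs within the sham group lie between 0.969 and 0.972, pairs within the PAB group between 0.925 and 0.961, and pairs between the groups between 0.597 and 0.788.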

GO enrichment analysis of the DEGs revealed abundant enrichment of terms associated with hypertrophy and fibrosis (Fig. 3C). However, fibrosis-associated terms were fibroblast activation, proliferation, or migration, among others, and there were no terms associated with fibrotic production (Fig. 3C). 

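GO terms were not tested here. Among the listed genes, 5 encode collagen chains, and all 5 were higher in PAB. Col8a1, on chromosome 16 of GRCm38 from 57624258 to 57754737, rose from 148.1 ± 3.02 (SD, n = 3) to 1889.7 ± 1190 (SD, n = 3) normalized reads, a log2 fold change of 3.49 (standard error 0.37, adjusted p = 0.000107 in limma). Col9a2 and Col12a1 rose by log2 fold changes of 2.23 and 2.22, Col11a1 by 1.68 and Col8a2 by 1.22, with adjusted p-values in limma of at most 0.00756. Relative to the other listed genes, the collagen chains were shifted upward by 2.25 on the log2 scale, which passed a threshold of 0.05 in limma's camera test both without and with the replicate number as a block. Because the genes were listed on the difference between these groups, neither the shift nor its p-value is an independent test. All 5 were highest in PAB replicate 1, and with that library left out each kept an unadjusted p-value under 0.05. Their log2 fold changes were then smaller, at 3.01 (Col8a1), 1.85 (Col9a2), 1.64 (Col12a1), 1.07 (Col11a1) and 0.99 (Col8a2). Of a list of 18 symbols of matrix production written before the data were examined, 4 were listed and all 4 were higher in PAB. The rest of the 18 were listed in neither direction, so no change past the limits of the listing was seen for those symbols. Matrix genes outside this list and the collagens were not counted, so these counts do not show that matrix genes rose as a whole. Lox and Ctgf had log2 fold changes of 1.41 and 1.72, and Loxl2 and Eln of 0.98 and 1.05. Eln no longer passed p under 0.05 in limma without sham replicate 2 or without sham replicate 3, and Loxl2 no longer passed without sham replicate 2. Exons of Ctgf overlap a gene on the opposite strand over 665 bases, those of Eln over 267 and those of Loxl2 over 301, and stretches of the Loxl2 transcript occur in 143 other genes.

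**Figure D2:**
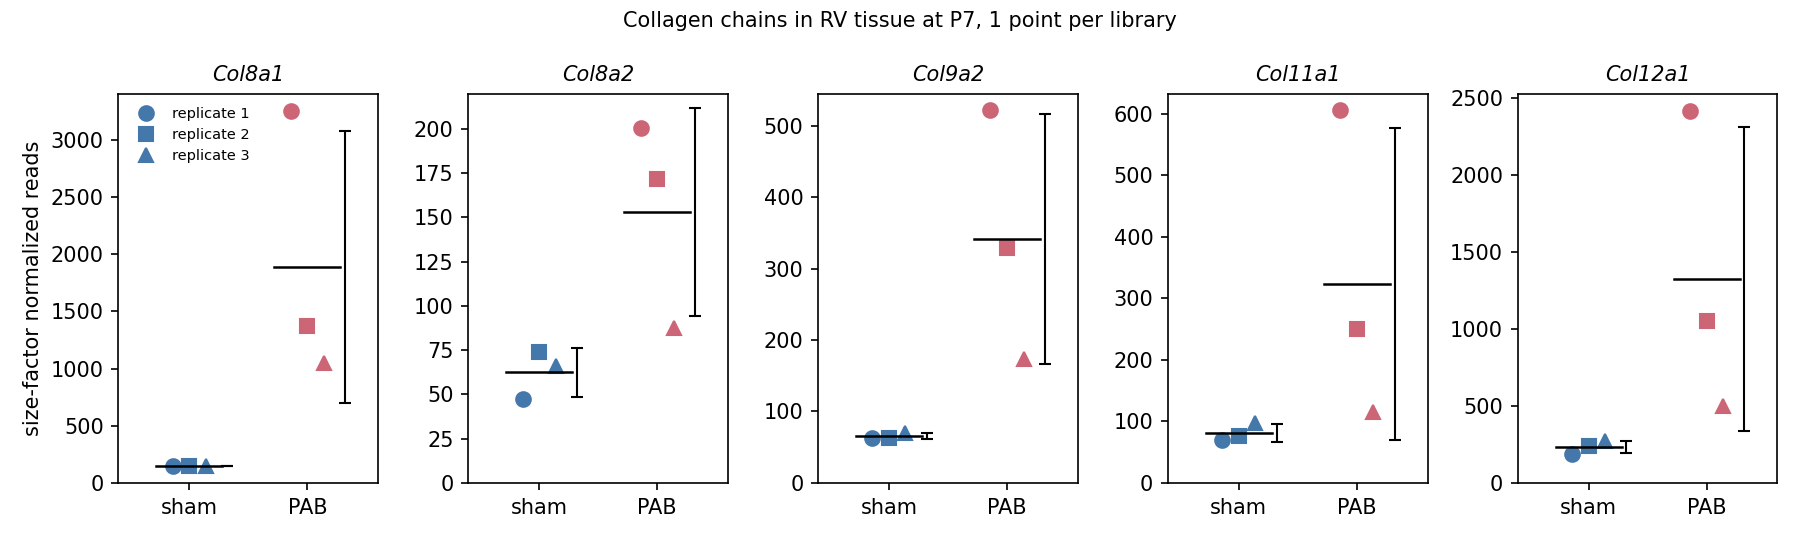
Size-factor normalized reads of 5 collagen genes in 3 sham and 3 PAB libraries, on linear axes that start at 0. Points are libraries with a marker per replicate, lines are group means and error bars are SDs; every PAB point lies above every sham point in each gene, and PAB replicate 1 is the highest.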

As fibroblasts secrete anti-oxidative, anti-inflammatory, and growth factors—which are important for normal cardiomyocyte function^13,37,38^—it is no surprise to see the enrichment of fibroblast-associated terms.

**Fig. 3:**
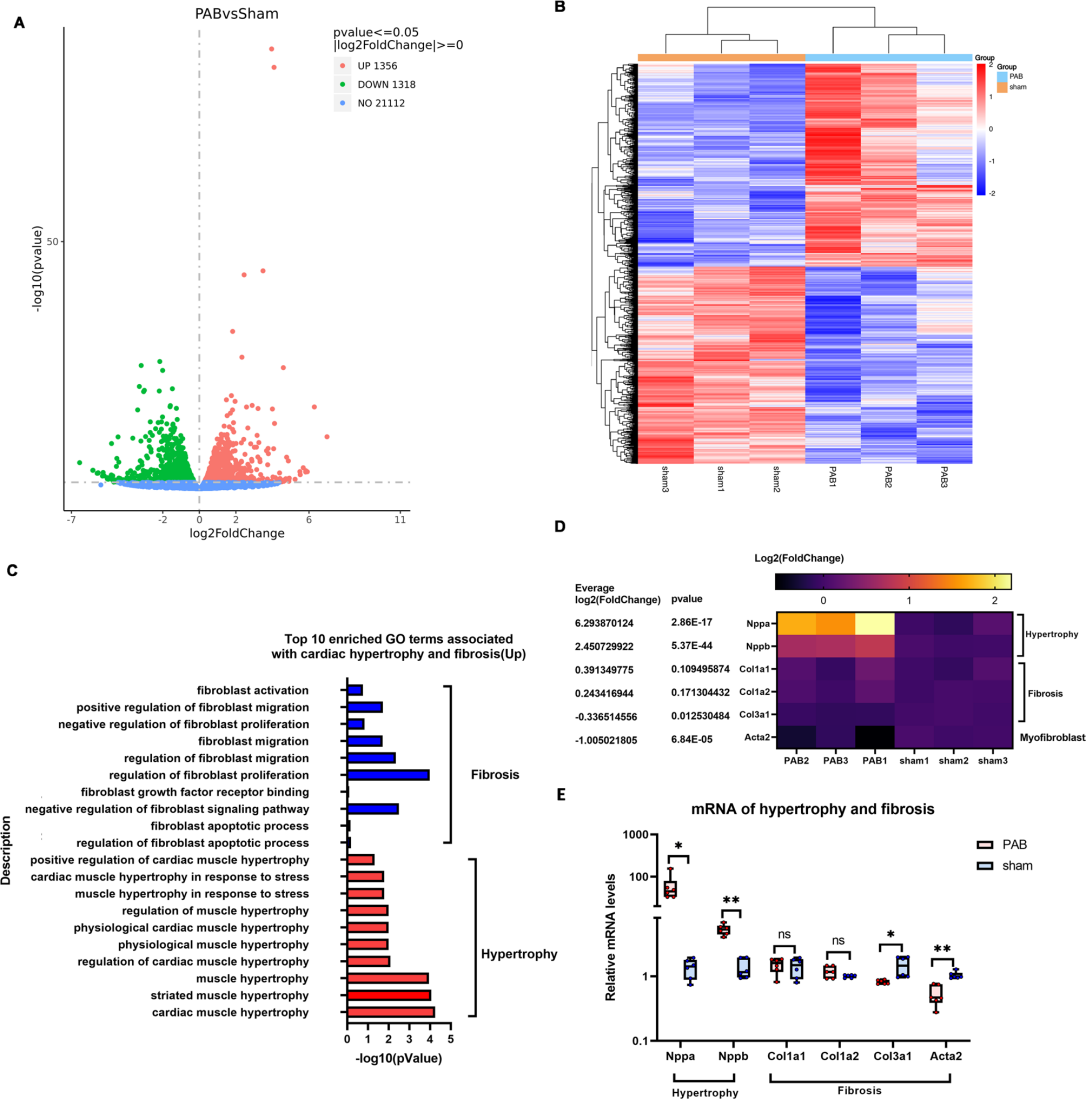
Bulk RNA-seq analysis of RV tissues demonstrates the unique hypertrophic and fibrotic feature of neonatal RV in response to RVPO. (**A**) Volcano plot demonstrates that RVPO generates thousands of DEGs between the sham and PAB groups at P7. (**B**) Cluster heatmap analysis of the DEGs in the sham and PAB groups at P7 reveals similarities within groups and differences between groups. (**C**) Top 10 enriched GO terms associated with cardiac hypertrophy and fibrosis in upregulated DEGs. (**D**) Heatmap of Log2 (fold-change) of hypertrophy and fibrosis marker genes. (**E**) Relative mRNA levels of hypertrophy and fibrosis marker genes. Cluster heatmap was generated using the OECloud tools (v1.26) at https://cloud.oebiotech.com.

Consistent with this, a heatmap of log2 (Fold-change) showed that hypertrophy maker genes (NPPA and NPPB) were highly upregulated in the PAB mice, while fibrosis-related maker genes (COL1a1, COL1a2, and COL13a1) and myofibroblast marker (Acta2) showed no changes or were downregulated (Fig. 3D). qPCR results further confirmed that RVPO induced neonatal RV hypertrophy but not fibrosis (Fig. 3E).

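Nppa, which encodes the atrial natriuretic peptide, lies on chromosome 4 of GRCm38 from 148000722 to 148002079 on the plus strand, in 3 exons. Its normalized reads rose from 207.6 ± 26.6 (SD, n = 3) in sham to 12059 ± 8834 (SD, n = 3) in PAB. The log2 fold change was 5.60 (standard error 0.44, adjusted p = 1.62e-05 in limma with Benjamini-Hochberg adjustment). PAB replicates 1, 2 and 3 had 21964, 9218 and 4995 normalized reads, and the highest sham library had 238.3. With each library left out in turn, the log2 fold change stayed between 5.03 and 6.10. Of its 865 exonic bases, 532 overlap the antisense gene Gm13054. Nppb, which encodes the brain natriuretic peptide, lies on the same chromosome from 147985788 to 147987205. It rose from 2452 ± 306 (SD, n = 3) to 13416 ± 3330 (SD, n = 3) normalized reads, a log2 fold change of 2.43 (standard error 0.26, adjusted p = 0.000107 in limma), which ranked 47 of 290. Leaving out each library gave 2.24 to 2.53. With the replicate number as a block, the standard errors were 0.36 for Nppa and 0.26 for Nppb and both genes stayed past the paper's threshold. In the authors' deposited table the log2 fold changes of Nppa and Nppb are 5.86 and 2.45. The fibrosis and myofibroblast marker genes of Fig. 3D were not analysed here. From the cross-sectional area of cardiomyocytes and the staining of RV sections, the paper proposes that pressure overload induced hypertrophy but not fibrosis, and it sets the rise of Nppa and Nppb, the fibrosis markers of Fig. 3D and its qPCR results beside that.

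**Figure D3:**
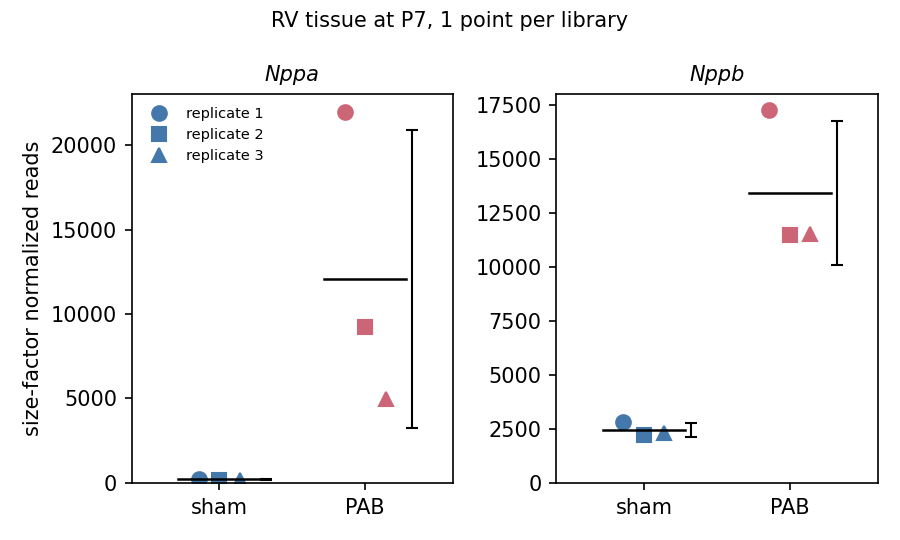
Size-factor normalized reads of Nppa and Nppb in 3 sham and 3 PAB libraries, on linear axes that start at 0. Points are libraries with a marker per replicate, lines are group means and error bars are SDs; Nppa ranges from 4995 to 21964 in PAB.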

Studies on adult RVPO animal models have shown that oxidative stress and inflammation are two of the initiators of RV hypertrophy and fibrosis^15,16^. Results of this study found enrichment of GO terms associated with inflammation and oxidative stress but with anti-inflammation and anti-oxidative stress GO terms (Fig. 4A). The reported and important genes in adult RVPO animal models were screened^15–23^, and as shown in Figs. 4B, C, in neonatal PO-RV, the expression of oxidized low-density lipoprotein receptor 1 (OLR1) and interleukin-6 (IL-6), which promote oxidative stress and inflammation, was upregulated and consistent with those in adult PO-RV^39,40^. In contrast to those in adult PO-RV, the expression of HIF-1α and SOD3, which function in anti-oxidative stress and inflammation, was upregulated, and interleukin-1 beta (IL-1b) was downregulated in neonatal PO-RV (Figs. 4B and C). 

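Sod3, which encodes the extracellular superoxide dismutase, lies on chromosome 5 of GRCm38 from 52363791 to 52371418 on the plus strand. It had 465.8 ± 78.2 (SD, n = 3) normalized reads in sham and 980.1 ± 401 (SD, n = 3) in PAB, a log2 fold change of 1.00 (standard error 0.31, adjusted p = 0.00961 in limma with Benjamini-Hochberg adjustment). The lowest PAB library, replicate 3, had 611.9 and the highest sham library, replicate 3, had 519.1, so the groups did not overlap. With each library left out in turn, the log2 fold change lay between 0.70 and 1.30 and Sod3 stayed past the paper's threshold. With the replicate number as a block the standard error was 0.31 and the call was kept. The authors' deposited table gives a log2 fold change of 1.07. HIF-1α, IL-1b and the other genes of Fig. 4B were not analysed here.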

The other key genes, upregulated in adult PO-RV^13,37,38^, such as SOD1, SOD2, NOX1, NOX4, CCl2, NF-kB1, NF-kB2, IL1a, and TNF, were unchanged (Figs. 4B and C).

**Fig. 4:**
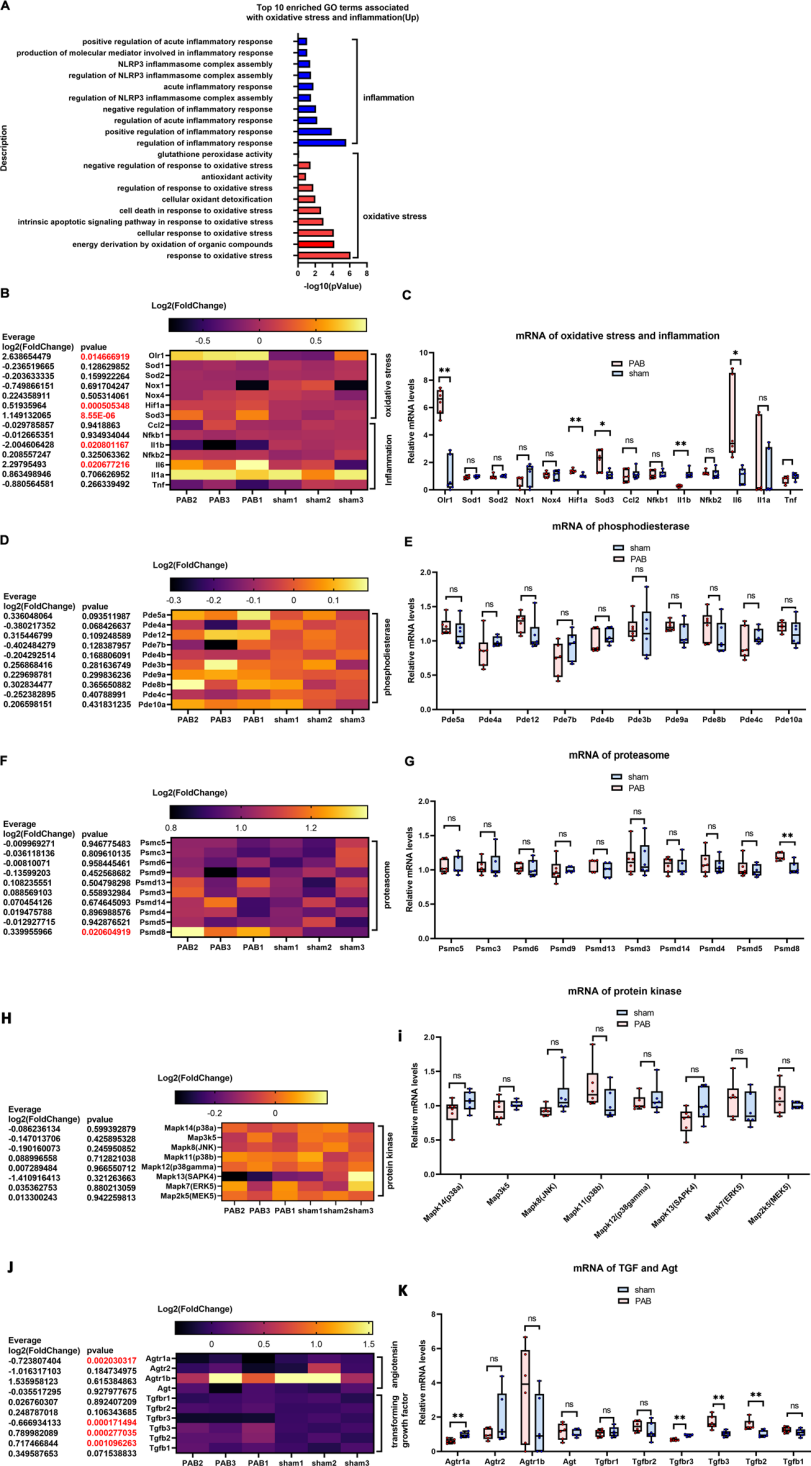
Bulk RNA-seq analysis of RV tissues demonstrates that the signaling pathways that account for hypertrophy and fibrosis in neonatal RV are different from those in adult RV. (**A**) Top 10 enriched GO terms associated with oxidative stress and inflammation in upregulated DEGs. (**B**) Heatmap of Log2 (fold-change) of oxidative stress and inflammation marker genes. (**C**) Relative mRNA levels of oxidative stress and inflammation marker genes. (**D**) Heatmap of Log2 (fold-change) of phosphodiesterase genes. (**E**) Relative mRNA levels of phosphodiesterase genes. (**F**) Heatmap of Log2 (fold-change) of proteasome genes. (**G**) Relative mRNA levels of proteasome genes. (**H**) Heatmap of Log2 (fold-change) of protein kinase genes. (**I**) Relative mRNA levels of protein kinase genes. (**J**) Heatmap of Log2 (fold-change) of TGF and AGT. (**K**) Relative mRNA levels of TGF and AGT genes. Cluster heatmap was generated using the OECloud tools (v1.26) at https://cloud.oebiotech.com.

The key regulators and pathways for hypertrophy and fibrosis in neonatal PO-RV tissues were screened. The expression of all types of phosphodiesterase was unchanged (Figs. 4D and E). In the proteasomes, only the expression of PSMD8 was upregulated (Figs. 4F and G), while there were no changes in the p38-JNK-MEK pathways (Figs. 4H and I). In the angiotensin (AGT) system, the AGTR1a was downregulated, and the other AGTs were unchanged (Figs. 4J and K); TGFB2 and TGFB3 were upregulated, while TGFB3R was downregulated, and the other TGFs were unchanged (Figs. 4J and K).

In summary, bulk RNA-seq analysis of PO-RV tissues revealed a unique hypertrophic and fibrotic feature of neonatal RV, characterized by inflammation and oxidative stress, phosphodiesterases, proteasomes, the p38-JNK-MEK pathways, the AGT system, and the TGF system.

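Of 59 genes that the paper shows or names for RV tissue, 3 were analysed here, namely Nppa, Nppb and Sod3. All 3 passed at an adjusted p-value under 0.05 in limma, both over the 617 genes and over the 3 alone; as the paper's own calls on these libraries, the second count shows no stability. None of the 617 listed genes has a symbol that begins with Pde, Psm, Mapk, Tgfb or Agt or is that of a MAP kinase kinase, and the count is 0 for each of these families. Genes outside these symbols are not covered by the counts, such as Enpp1, an ectonucleotide phosphodiesterase, and Ltbp2. Ltbp2 belongs by name to the latent TGF-beta binding proteins, which does not show that it binds latent TGF-beta. Enpp1 and Ltbp2 had log2 fold changes of 1.09 and 2.47 (limma, adjusted p = 0.00512 and 0.00052). Both were chosen after their values were seen, and exons of Ltbp2 overlap a gene on the opposite strand over 764 bases. The listing begins at an absolute log2 fold change of 1, so a smaller change in these families, in either direction, cannot be seen here. Of other genes of the angiotensin system, Ace and Mas1 were listed, and both were chosen after their values were seen. Ace, which encodes the angiotensin-converting enzyme, was higher in PAB with a log2 fold change of 1.71, and Mas1, a receptor of angiotensin-(1-7), was lower with -2.54 (limma, adjusted p = 0.00263 and 0.00301). Exons of Ace overlap a gene on the opposite strand over 295 bases. With the replicate number as a block, these 4 genes stayed past the paper's threshold.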

### A unique hypertrophic and fibrotic feature of neonatal RV cardiomyocytes in response to RVPO, as revealed by bulk RNA-seq analysis

As previously shown, RVPO induced a similar hypertrophy and fibrosis of neonatal RV both in mice and rats^11,31^. PAB surgery was performed on neonatal rats, whose hearts provide significantly more cardiomyocytes than mouse hearts. Cardiomyocytes were isolated and purified (Fig. 5A) for bulk RNA-seq analysis to understand the hypertrophic and fibrotic features of neonatal RV cardiomyocytes in response to RVPO and to further confirm the RNA-seq results of the RV tissues. The results showed that RVPO generated 7,322 DEGs in the neonatal RV cardiomyocytes, with 3,765 upregulated DEGs and 3,557 downregulated DEGs (Fig. 5B). Cluster analysis of the DEGs demonstrated that there were a high number of inter-group differences and intra-group consistencies (Fig. 5C). GO enrichment analysis of the DEGs showed that there was also enrichment of terms associated with hypertrophy and fibrosis in cardiomyocytes (Fig. 5D), as seen in RV tissues (Fig. 3C). The fibrosis-associated terms were similar to those in RV tissues, and there were no terms with fibrotic production (Figs. 3C and 5D).

**Fig. 5:**
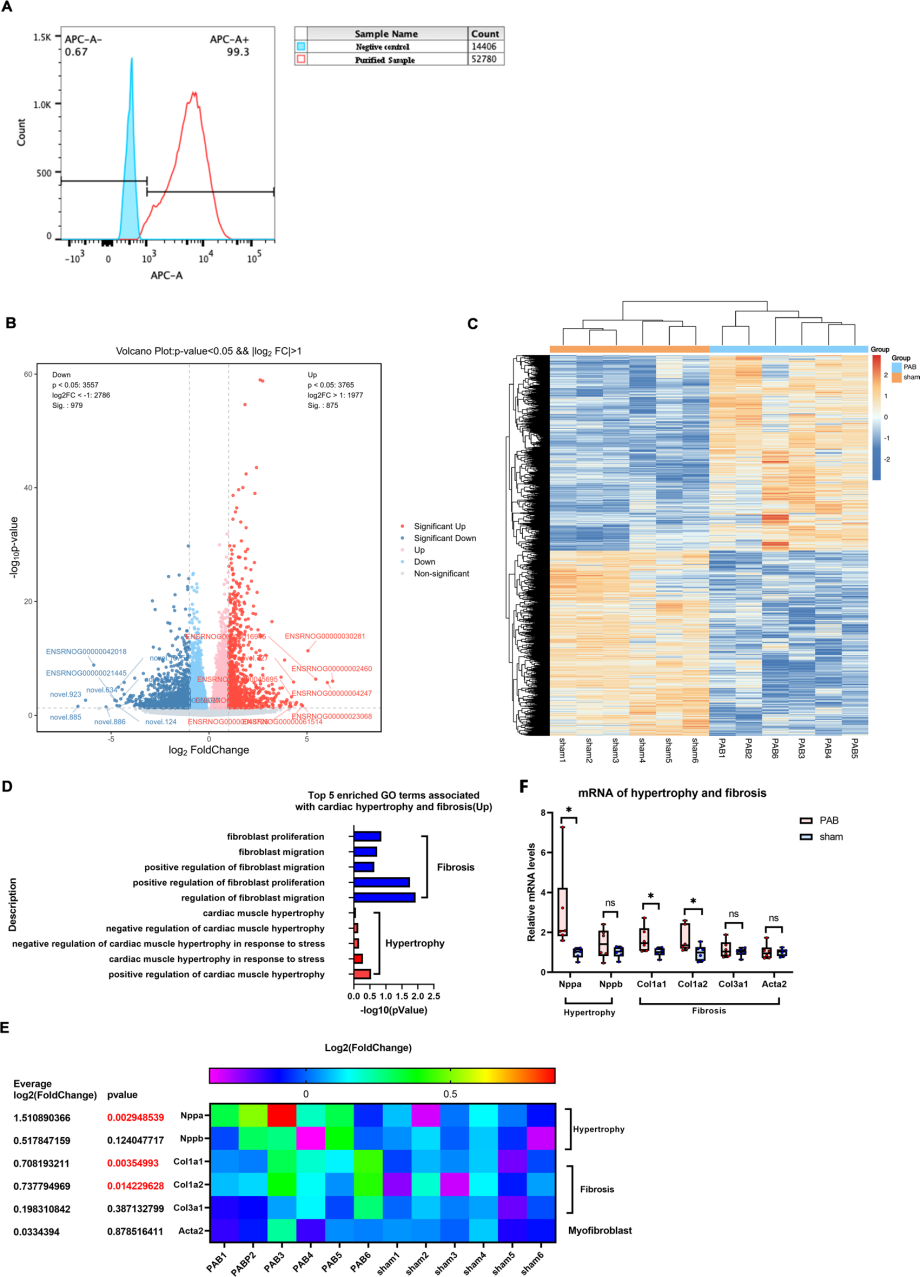
Bulk RNA-seq analysis of RV cardiomyocytes demonstrates the unique hypertrophic and fibrotic feature of neonatal RV in response to RVPO. (**A**) Flow cytometry indicates that ~ 99% of purified cells were cTnT-positive. (Obtained from Ye L, et al. J Am Heart Assoc. 2020;9(11):e015574. with the permission of the publisher). (**B**) Volcano plot demonstrates that RVPO generates thousands of DEGs in cardiomyocytes between the sham and PAB groups at P7. (**C**) Cluster heatmap analysis of the DEGs in cardiomyocytes between the sham and PAB groups at P7 reveals similarities within groups and differences between groups. (**D**) Top 5 enriched GO terms associated with cardiac hypertrophy and fibrosis in upregulated DEGs of cardiomyocytes. (**E**) Heatmap of Log2 (fold-change) of hypertrophy and fibrosis marker genes in cardiomyocytes. (**F**) Relative mRNA levels of hypertrophy and fibrosis marker genes in cardiomyocytes. Cluster heatmap was generated using the OECloud tools (v1.26) at https://cloud.oebiotech.com.

Similar to RV tissue results, the data showed that hypertrophy maker genes (Nppa) were highly upregulated in the PO-RV cardiomyocytes, while fibrosis-related maker genes (COL3a1) and myofibroblast marker (Acta2) showed no changes in the PO-RV cardiomyocytes (Figs. 5E–F). In contrast to RV tissue results, there were no changes in the expression of NPPB in the PO-RV cardiomyocytes; and there was upregulated expression of COL1a1 and COL1a2 in the PO-RV cardiomyocytes (Figs. 5E–F).

There was a similar enrichment of GO terms associated with inflammation and oxidative stress in PO-RV cardiomyocytes, as seen in PO-RV tissues (Fig. 6A). As in PO-RV tissues, the expression of OLR1 and HIF1a was upregulated in PO-RV cardiomyocytes (Figs. 6B–C). Contrary to the RV tissue results, the expression of SOD2, CCl2, NFKB1, NFKB2, IL1b, and TNF was upregulated (Figs. 6B–C). The other key genes, such as SOD1, SOD3, NOX1, NOX4, IL6, and IL1a, were unchanged (Figs. 6B and C).

**Fig. 6:**
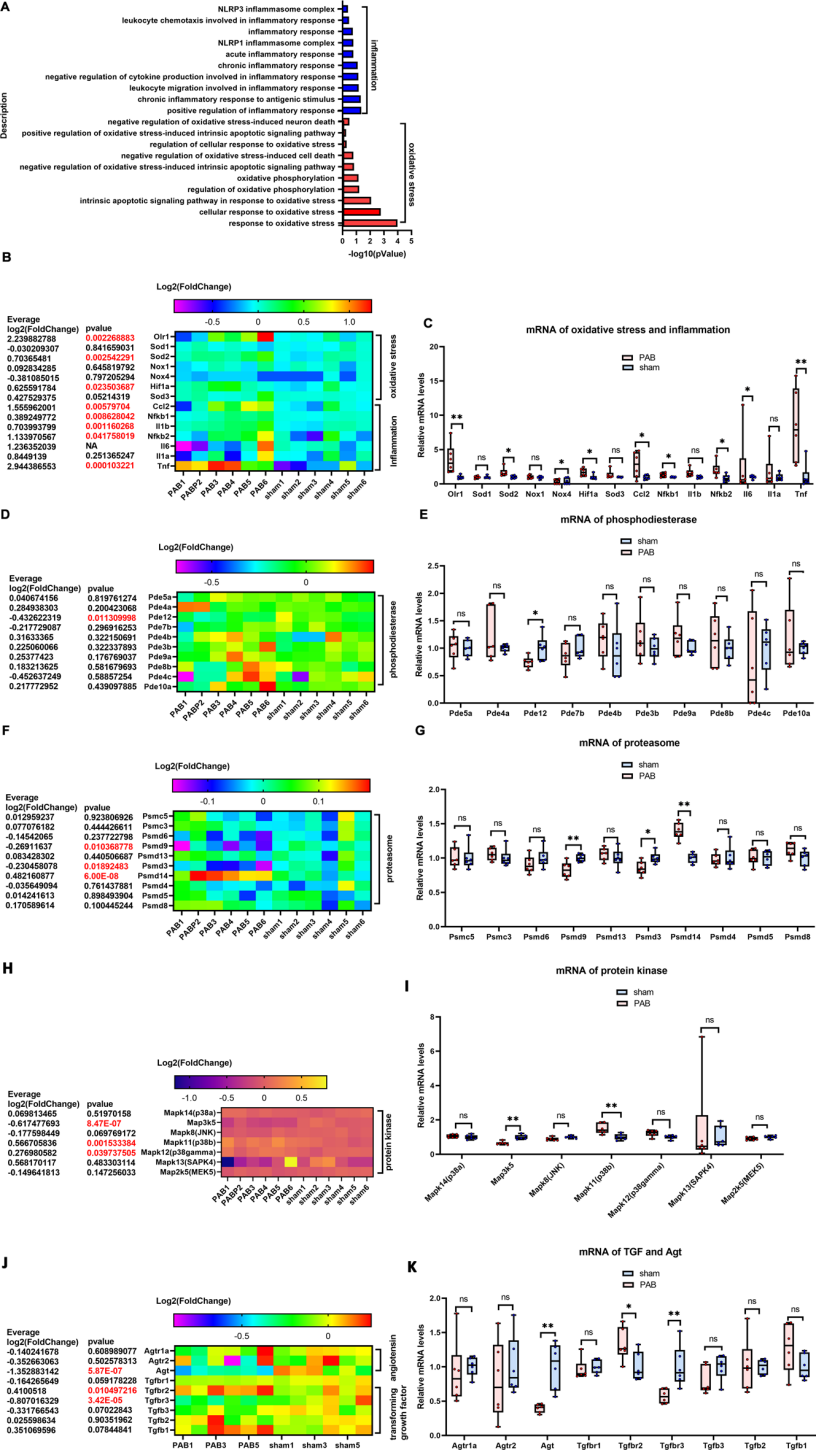
Bulk RNA-seq analysis of RV cardiomyocytes demonstrates that the signaling pathways that account for hypertrophy and fibrosis in neonatal RV are different from those in adult RV. (**A**) Top 10 enriched GO terms associated with oxidative stress and inflammation in upregulated DEGs in cardiomyocytes. (**B**) Heatmap of Log2 (fold-change) of oxidative stress and inflammation marker genes. (**C**) Relative mRNA levels of oxidative stress and inflammation marker genes. (**D**) Heatmap of Log2 (fold-change) of phosphodiesterase genes. (**E**) Relative mRNA levels of phosphodiesterase genes. (**F**) Heatmap of Log2 (fold-change) of proteasome genes. (**G**) Relative mRNA levels of proteasome genes. (**H**) Heatmap of Log2 (fold-change) of protein kinase genes in cardiomyocytes. (**I**) Relative mRNA levels of protein kinase genes in cardiomyocytes. (**J**) Heatmap of Log2 (fold-change) of TGF and AGT in cardiomyocytes. (**K**) Relative mRNA levels of TGF and AGT genes in cardiomyocytes. Cluster heatmap was generated using the OECloud tools (v1.26) at https://cloud.oebiotech.com.

Similar to the PO-RV tissue results, the expression of all kinds of phosphodiesterases was unchanged, except for PDE12, which was downregulated in PO-RV cardiomyocytes (Figs. 6D and E); the expression of proteasomes in PO-RV cardiomyocytes was downregulated or unchanged, except for PSMD 14, which was upregulated (Figs. 6F and G), similar to PO-RV tissue results; the expression of most protein kinases in PO-RV cardiomyocytes was downregulated or unchanged, except for MAPK11 and MAPK12, which were upregulated, similar to PO-RV tissue results (Figs. 6H and I); and most of the AGTs and TGFs in PO-RV cardiomyocytes were downregulated or unchanged, except for TGFB2, which was upregulated, similar to PO-RV tissue results (Figs. 6J and K).

### A unique hypertrophic and fibrotic feature of neonatal RV in response to RVPO, as revealed by single-cell RNA-seq analysis

To further validate the RNA-seq results and explore possible communication between different cell types, single-cell RNA-seq was performed on neonatal PO-RV, documenting this analysis of neonatal PO-RV for the first time. The results showed that the percentage of cardiomyocytes increased in the neonatal PO-RV (Figs. 7A–C) with a higher expression of hypertrophy marker Nppa (Fig. 7D) and no differences in the fibrotic marker Acta2 (Fig. 7D).The results also showed that there were no differences in the expression of PED5a, PSMC3, AGT, and TGF(Figs. 7E–J).

**Fig. 7:**
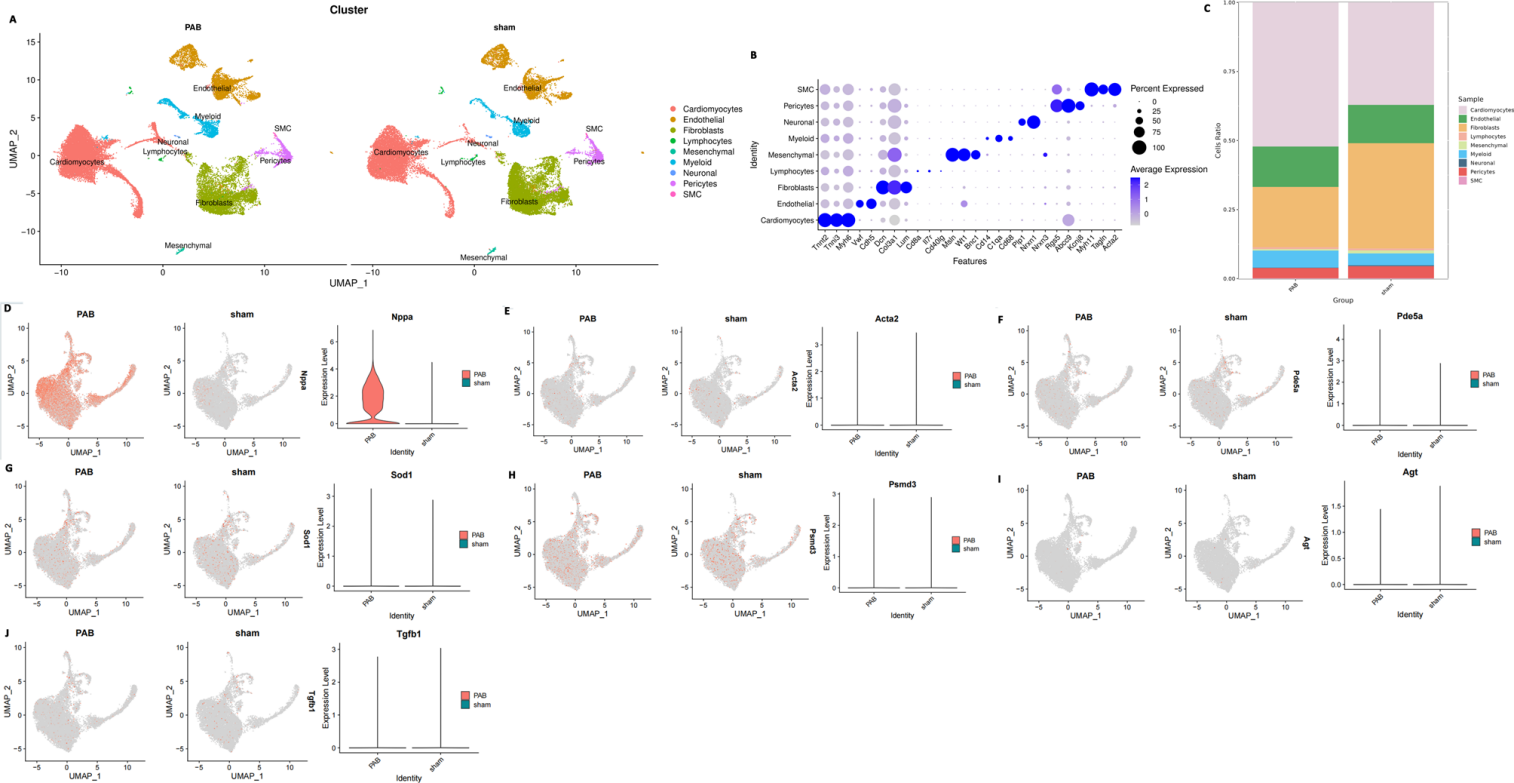
Single-cell RNA-seq analysis of RV tissues demonstrates that the signaling pathways that account for hypertrophy and fibrosis in neonatal RV are different from those in adult RV. (**A**) Left panel: Umap analysis demonstrates that there are mainly 9 types of cells in the neonatal PO-RV. (**B**) The expression levels of marker genes in each cell type. (**C**) Percentage of each cell type in normal (sham) and PO (PAB)-RV. (**D**) Umap analysis demonstrates that the expression of Nppa (maker of hypertrophy) is significantly increased in PO (PAB)-cardiomyocytes than in sham (normal) cardiomyocytes. (**E**) Umap analysis demonstrates that the expression of Acta2 (maker of fibrosis) in PO (PAB)-cardiomyocytes is not different from that in sham (normal) cardiomyocytes. (**F**) Umap analysis demonstrates that the expression of PDE5a in PO (PAB)-cardiomyocytes is not different from that in sham (normal) cardiomyocytes. (**G**) Umap analysis demonstrates that the expression of SOD1 in PO (PAB)-cardiomyocytes is not different from that in sham (normal) cardiomyocytes. (**H**) Umap analysis demonstrates that the expression of Psmd3 in PO (PAB)-cardiomyocytes is not different from that in sham (normal) cardiomyocytes. (**I**) Umap analysis demonstrates that the expression of AGT in PO (PAB)-cardiomyocytes is not different from that in sham (normal) cardiomyocytes. (**J**) Umap analysis demonstrates that the expression of AGT in PO (PAB)-cardiomyocytes is not different from that in sham (normal) cardiomyocytes.

## Discussion

This study first demonstrates the unique feature of neonatal RV hypertrophy and fibrosis—a transition stage between normal and dysfunctional RV, using previously reported neonatal RVPO models induced by microsurgery^11,30^. The data show that many genes or pathways of hypertrophy and fibrosis that are upregulated in adult RVPO models are unchanged or downregulated in neonatal RVPO models. These results partly explain why adult HF treatment-effective drugs, such as sildenafil or enalapril, fail to treat pediatric HF.While temporal alignment between neonatal and adult RVPO studies presents methodological challenges, three key differences emerge when using HF as an endpoint: (1) Neonatal animals progress to failure significantly faster than adults; (2) Fibrotic remodeling is minimal or absent in neonates despite severe dysfunction; and (3) The underlying pathophysiology appears distinct, likely reflecting developmental differences in metabolic adaptation and stress response pathways. More importantly, to the best of our knowledge, this is the first study to document single-cell RNA-sequence data of neonatal PO-RV, providing an importance reference for future basic or clinical studies, which might help to advance pediatric HF treatment.

Most of the PO-RV cardiomyocytes results were similar to PO-RV tissue results. The differences were in the expression of SOD2, SOD3, IL-1b, CCl2, NFKB1, NFKB2, TNF, PDE12, MAPK11, MAPK12, PSMD8, PSMD14, TGFB2, TGFB3, TGFBR3, and AGT. This may be because these proteins are produced by cardiomyocytes and act on other cells besides cardiomyocytes. For example, SOD3 is secreted by endothelial cells and exists in the extracellular matrix (ECM)^41,42^. In addition, The disparity in Col1-3/Acta2 expression between RV tissue and cardiomyocytes likely reflects cell-type-specific responses to RVPO. While tissue-level markers integrate contributions from fibroblasts (potentially suppressed by compensatory mechanisms), cardiomyocytes may autonomously upregulate ECM genes under mechanical stress. This aligns with reports of cardiomyocyte-endowed fibrogenic potential under pathological conditions^43^. Further studies profiling fibroblast-specific markers are warranted.

However, this is a descriptive study with many interesting phenomena and mechanisms yet to be explored, such as why RVPO does not induce neonatal cardiac fibrosis as seen in adult animal models. Inflammation and oxidative stress are two of the initiators of cardiac hypertrophy and fibrosis^15,16^. While RVPO induced enrichment of inflammation and oxidative stress in neonatal RVs (Figs. 3A and 5A), unlike adult animals, neonatal RV mainly induces the enrichment of anti-inflammatory and antioxidant genes (Figs. 3A and 5A). 

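Among the 290 increased genes that were listed for RV tissue, Sod3 ranked 268 by log2 fold change and 248 by p-value in limma. In the authors' deposited table its log2 fold change ranked 254 among 290 increased genes. By log2 fold change in that table, a gene left out for a change under the limit of 1 would rank after Sod3. This does not hold for the rank by p-value. The paper counts 1356 upregulated genes at P under 0.05 and sets no such limit. The place of Sod3 near the end of the 290 is therefore not its place among all upregulated genes.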

As shown in Fig. 3A, SOD3 was one of the most upregulated genes in neonatal PO-RV. It has been shown that SOD3 is critical in protecting the heart against PO-induced hypertrophy and fibrosis in the left ventricle^41,42^. However, multiple clinical studies have demonstrated that SOD3 was downregulated in failing adult hearts^41^. Thus, future studies should focus on SOD3 to show that the upregulation of SOD3 in neonatal RV is one of the underlying mechanisms that protects neonatal RV from fibrosis.

Another important question is why neonatal RVs unavoidably develop hypertrophy under conditions of PO. These results show that the average life expectancy of a neonatal rat or mouse with PAB surgery is 21–30 days^11^. However, when de-banding surgery was performed on P14, the survival rate and time of the RVPO in rats/mice were increased with decreased cardiac hypertrophy^11^, suggesting a high recovering ability of neonatal RVs. These results suggest that the first choice for treating neonatal RV hypertrophy and HF may be to promptly address the causes of RV hypertrophy, such as PAH or RV outflow tract obstruction. However, PAH or some type of RV outflow tract obstruction is generally hard to address. Under RVPO conditions, finding treatment targets may be the second choice. Study data show that the NLRP3 inflammasome complex was among the top 10 enrichment terms for upregulated DEGs in both RV tissues and RV cardiomyocyte RNA-seq analysis (Figs. 3A and 5A). In recent years, the NLRP3 inflammasome complex has been recognized as playing a critical role in cardiovascular diseases, but not in neonatal RVPO models^44,45^. Thus, the NLRP3 inflammasome complex should be the focus of studies on anti-neonatal RV hypertrophy induced by RVPO.

In summary, this observational study screened a range of key genes and pathways known to play critical roles in adult RVPO models within neonatal RVPO models and identified the unique hypertrophic and fibrotic feature of neonatal RV in response to PO, which helps to explain why adult-effective anti-HF drugs fail to treat pediatric HF. More importantly, this study documented the first single-cell RNA-seq data of neonatal PO-RV, providing an important reference for future basic or clinical investigations on pediatric RV failure.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

All of the bulk RNA-seq data were deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo) with accession numbers GSE139561 and GSE232054. Single-cell RNA-seq data are available from the corresponding author upon reasonable request.Information on all primers is provided in Supplemental Tables S1.

## Abbreviations

PAB: Pulmonary artery banding
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
HF: Heart failure
RNA-seq: RNA sequencing
PA: Pulmonary artery
H&E: Hematoxylin and eosin
FPKM: Fragments Per Kilobase of transcript sequence per Million
TOF: Tetralogy of Fallot
PBS: Phosphate buffer saline
DAPI: 4’,6-diamidino-2-phenylindole
pH3: Phospho-histone H3
RV: Right ventricle
RVCM: Right ventricular cardiomyocyte

# Supplementary material for: The unique hypertrophic and fibrotic features of neonatal right ventricle in response to pressure overload
**Source:** Sci Rep. 2025 May 20;15:17525. doi: 10.1038/s41598-025-01427-y
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplemental Table S1 Primer information**

How the deposited data were processed for this re-analysis (not part of the article)

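RV tissue of mice was sequenced in 6 libraries, 3 after PAB and 3 after a sham operation on postnatal day 1, from tissue collected on postnatal day 7. The paper's text does not state whether a library is a single mouse. Groups and replicate numbers were taken from the sample labels and the paper. The authors cleaned the reads with their own scripts, counted them per gene with featureCounts and compared the groups with DESeq2. The paper's text does not name the aligner, the genome build or the annotation. Among the listed genes, 616 were found by Ensembl ID in a GENCODE annotation of GRCm38, and 598 of these had the same chromosome, start, end and strand there, so coordinates are given in GRCm38.

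The paper names the values FPKM. The deposited values behave as a signal of another kind, read counts that the authors divided by 1 size factor per library. In each library 100% of the values under 50 steps (160 to 215 values) lay within 0.1 of a whole multiple of 1 step. This held whatever the length of the gene. The authors' mean column for PAB equals the mean of the 3 PAB libraries. The log2 fold changes and p-values in the deposited table are the authors' own, as is the gene length in bases; 616 genes carry a p-value and 1 does not. The ratio of adjusted to unadjusted p-value of the first gene gives 15156 genes tested by the authors. The last listed gene had rank 1956 by p-value among those, so the listed genes are 31.5% of the genes up to that rank. The selection means that total depth, genes that did not change and the background of any enrichment are not analysed here. Precision is limited by 3 libraries per group.

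The design fixed before the data were examined assumed FPKM. The same test was kept, since it can be used on a normalized signal, and no count test was run. That choice was made after the unit of the values was seen. In every library 100% of all listed values were whole multiples of 1 step, so read counts may be recoverable from them. How far the calls depend on the choice of limma over a count test was not examined. Values were used on the scale log2(value + 1) with a minimum mean of 0.1 and fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend, two-sided, threshold 0.05 on the unadjusted p-value), without a replicate block. Gene families were tested with limma's camera where at least 5 members were listed, which held for collagens and not for phosphodiesterases or proteasome subunits. Genes named in the text are those the paper names, the 5 largest increases and the 5 largest decreases among genes past the threshold without overlap between groups and with a mean of at least 1, and collagen chains. Lox, Loxl2, Eln, Ctgf and Dpt were named as listed members of sets written before, after they were found to be listed, and Ace, Mas1, Enpp1, Ltbp2, Car9, Slc16a3, Stc1 and Apln were chosen after their values were seen. Replicate numbers come from the sample labels; libraries with the same number come from different groups, and nothing in the labels says that the number pairs them.

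The fit was tested on simulated data for 617 genes with a dispersion of 0.0716, of which 200 were changed by a log2 fold change of 1.5. It does not show the recovery of smaller changes. At an adjusted p-value under 0.05 the fit recovered 91.5% of the changed genes, and at an unadjusted p-value under 0.05 it called 4.8% of the unchanged genes. Alternatives set before the data were examined were another pseudocount (0.1), a minimum mean of 1, no filter, median-ratio scaling, eBayes without trend, the replicate block, Spearman correlation, and leaving out each library. Overlap of exons and stretches of at least 100 bases at 95% identity, found with blastn 2.17.0 against the GRCm38 transcripts, were checked for each named gene. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9. The rat cardiomyocyte and single-cell experiments, the GO analyses, histology and qPCR were not analysed here.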

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

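The tests of counts near the floor, of PAB replicate 1, of a fibroblast marker and of the splits behind the collagen shift were chosen after the results were seen.

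Among genes that the paper does not discuss, Sprr1a, Gm13054, 5830418P13Rik and Syndig1 were higher in PAB than in sham by log2 fold changes of 5.21, 4.36, 4.34 and 4.28, in 3 of 3 PAB libraries each. In PAB they were above the floor of 3 counts, with a lowest value of 10.9. For 2 of the 4, Gm13054 and Syndig1, every sham library was at or under that floor, so the size of their change rests on it. With a pseudocount of 0.1 their log2 fold changes were 5.74 and 6.71. Of the 4, 2 share a stretch of at least 100 bases at 95% identity with another gene, and exons of 3 are overlapped by exons of another gene. Gm13054 and 5830418P13Rik share their stretches with Nppa and Bfsp2, the same genes that overlap them. The shared stretches are therefore no separate source. Gm13054 overlaps Nppa on the opposite strand over 64.9% of its exonic bases, and Nppa rose by a log2 fold change of 5.60 in the same libraries. Crediting every overlapping read of Nppa to both genes is not the source. The value of Gm13054 was at most 0.617% of that of Nppa in a PAB library, while 61.5% of the exonic bases of Nppa overlap. A small share of the Nppa reads reaching Gm13054 is not excluded and was not tested. Gm13054 was at 0.446%, 0.344% and 0.617% of Nppa in PAB replicates 1, 2 and 3, so a share of that size would be enough. The overlaps of 5830418P13Rik and Syndig1 cover 7.3% and 11.8% of their exonic bases. Sprr1a had neither an overlap nor a shared stretch.

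The 5 listed collagen chains, none of them among the fibrosis markers that the paper discusses, were higher in PAB by log2 fold changes of 3.49 (Col8a1), 2.23 (Col9a2), 2.22 (Col12a1), 1.68 (Col11a1) and 1.22 (Col8a2), in 3 of 3 PAB libraries each. Without PAB replicate 1, all 5 kept an unadjusted p-value under 0.05, with smaller log2 fold changes between 0.99 (Col8a2) and 3.01 (Col8a1). Shared reads were not found as a source, with 0 of the 5 holding a stretch in common with another gene. As for a larger share of fibroblasts, the listed fibroblast marker Dpt fell, with a log2 fold change of -1.21, but 1 marker of 12 cannot settle it. Other groupings of the libraries cannot settle the camera test. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 3 gave a camera p-value as small as the real one, the real one included. The remaining 6 splits part 1 pair each, and over all 10 splits 6 gave a p-value as small. Each other split still sets 2 PAB libraries against 1, and the listed genes were selected on the real split, so these counts do not measure how often chance gives such a shift. The collagens were listed for a change of at least 1 on the log2 scale, so chains that changed less are not seen.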

How the results depend on the processing

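Most results kept their direction and their side of the threshold. The number of genes at an unadjusted p-value under 0.05 was 617 with the main setting and with a pseudocount of 0.1, 613 with eBayes without trend, 616 with the replicate block and 506 with median-ratio scaling. Under that scaling 478 genes passed the adjusted threshold in place of 617, and 550 in place of 599 had groups that did not overlap, 537 of them shared. Of these calls, the genes lower in PAB moved furthest, from 327 to 216 with median-ratio scaling, which shifts PAB against sham by 0.594 on the log2 scale; the higher calls stayed at 290, and the shift raises their fold changes. That scaling assumes that most listed genes do not change, which the selection of the genes goes against. The filters on low values removed no gene and could not move a result. With a pseudocount of 0.1, the correlation within groups exceeded that between groups by 0.273 in place of 0.250, and the cause was not tested.

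With each library left out in turn, from 591 to 614 genes were called, from 274 to 287 higher and from 317 to 327 lower, and from 589 to 614 passed the adjusted threshold. Leaving out a library cannot create an overlap between groups, and from 599 to 615 genes had none. The difference in correlation lay between 0.209 (without PAB replicate 1) and 0.295 (without PAB replicate 3), and the collagen shift between 1.86 and 2.67. Since all genes were listed for a difference between these libraries, these ranges do not show how stable a call over all genes would be.

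The pairs of a named gene and an alternative include the filters on low values, which could not change a call. Of 360 such pairs, 356 stayed on the same side of the threshold with the same direction and 4 lost the threshold. These were Apln under median-ratio scaling, with a log2 fold change of -0.46, Loxl2 without sham replicate 2, with a log2 fold change of 0.85, and Eln without sham replicate 2 or sham replicate 3, with log2 fold changes of 0.98 and 1.02. None reversed. The camera tests of phosphodiesterases and proteasome subunits were not run, since fewer than 5 members were listed.

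Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real split, gave 617 genes at an unadjusted p-value under 0.05, and the others gave 25, 2 and 0. The 6 splits that part 1 pair gave at most 15. The genes were selected on the real split, so this comparison favours it, each other split still sets 2 PAB libraries against 1, and 4 splits cannot give a share under 0.05. Total depth is unknown, which limits what can be said of genes with low values.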

Differences from the paper's values

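The paper reports 2647 DEGs, 1356 of them upregulated and 1318 downregulated. Over the 617 listed genes, 617 were called, 290 higher and 327 lower. The listing begins at an absolute log2 fold change of 1 in the authors' deposited table, and the paper sets no such limit on its count. The largest p-value of the authors in that listing is 0.00607 and the largest adjusted one 0.0471. The paper counts genes at P under 0.05 from DESeq2. None of the alternatives set before the data were examined closed the gap for the total, the upregulated or the downregulated genes, and since each ran over the same listed genes, none could. The paper's counts of upregulated and downregulated genes do not add up to its total.

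The paper's discussion places SOD3 with the genes that rose the most in the RV. Over the listed genes Sod3 ranked 268 of 290 increases by log2 fold change, and 253 genes stand above it in the authors' deposited table. Genes that rose less than the limit of the listing would rank after Sod3, and their number is not analysed here. The paper counts 1356 upregulated genes, so a rank within the 290 is not a rank among all of them.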

Other observations

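The tests of scaling, of unresponsive tissue and of the unit of the values were chosen after the patterns were seen, and so was the list of hypoxia-response genes; the tests of gene length, GC content, counting noise and symbol families were written down before their results.

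The response to PAB was graded over the 3 PAB libraries. Among increased genes the median log2 change against the sham mean was 2.02 in PAB replicate 1, 1.38 in replicate 2 and 1.07 in replicate 3, and among decreased genes it was -1.66, -1.48 and -1.24. The order held in 199 of 290 increased genes (68.6%) and in 137 of 327 decreased genes (41.9%), where chance gives 16.7%. The authors' size factors alone cannot give this pattern, as the median difference of replicate 1 minus replicate 3 was 1.05 in increased and -0.446 in decreased genes, of opposite sign. The sizes are unequal, and a shift of replicate 1 against replicate 3 common to all genes was not excluded as a part of it. Counting noise alone is not a likely source in the increased genes, since 85.4% of the 48 with a mean of at least 1000 kept the order. Of the 23 decreased genes with such a mean, 56.5% kept it. Neither gene length (Spearman rho across increased genes 0.14, permutation p = 0.0164, adjusted p = 0.0656) nor GC content (rho 0.103, permutation p = 0.0817, adjusted p = 0.163) followed the difference past the adjusted threshold; genes are not independent replicates. Nor did a fixed share of unresponsive tissue in replicate 3 account for it alone, if the rest responded as in replicate 1. Replicate 3 kept a median share of 0.314 of the response of replicate 1 in increased genes, and with that share no decreased gene could fall under 0.686 of its sham mean, but 44 of 209 decreased genes with a sham mean of at least 100 were under 1/2 of that bound, further than the listing limit explains. A difference between PAB libraries in the tightness of the band may be behind the order, as a hypothesis found and tested on the same data. No measure of the band per library was analysed here.

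The values named FPKM are read counts divided by a size factor. In each library 100% of the low values were whole multiples of 1 step whatever the length of the gene, which FPKM values would not be.

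Of 42 hypoxia-response genes, 17 were listed, and 16 of them were higher in PAB, among them Car9 (log2 fold change 3.42), Slc16a3 (2.23) and Stc1 (2.00), while Apln was lower (-1.05). The list was written after the names of the listed genes and some of their directions had been seen, so the count cannot be read as a test, and no p-value is given.

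Symbols that share their leading letters, 3 at most and fewer where a digit comes earlier, were compared for direction where at least 5 were listed. Of 10 such families, 1 passed an adjusted p-value under 0.05 (Fisher's exact test), the predicted genes whose symbols begin with Gm, with 15 higher and 39 lower (adjusted p = 0.0396). That name marks genes without an assigned function and not a family. Collagens were next, with 5 higher and 0 lower (adjusted p = 0.112).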
